A study of Mus musculus with 6 samples. Its data were reported in "Neonatal ketone body elevation regulates postnatal heart development by promoting cardiomyocyte mitochondrial maturation and metabolic reprogramming" (2022).

How the data were processed

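RNA was sequenced from mouse hearts of 2 genotypes, wild type (WT) and knockout of Hmgcs2 (KO), at postnatal day 3, with 3 libraries per genotype, and the labels call the libraries of a genotype biological replicates, which was taken to mean separate hearts. All mice were labelled male. Per the labels, total RNA was extracted with Trizol and libraries were made with an mRNA kit. The knockout was ubiquitous: a floxed part of the gene, exon 2, was removed by a Cre expressed in all tissues.

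The values deposited by the authors were log2 RPKM, reads scaled to exon length and library size on a log2 scale, for 17518 rows in each of 6 libraries. The submitters' processing notes name HISAT2 and featureCounts and the build GRCm38 (mm10), while their versions, the annotation and the strand setting were not given in the sources used here. The log base and the prior were worked out from the values. With base 2, RPKM times the exon length of GENCODE M21 summed to 1.01e+06 to 1.02e+06 per library, and bases e and 10 gave far larger sums. A prior of 2 reads had been added before the log, scaled by library size, so a gene with 0 reads stands at a floor that depends on its length and a fold change of a low gene is understated. Of the rows, 17380 (99.2%) matched 1 gene of that annotation by symbol. A group of 20 rows carried names that a spreadsheet had turned into dates, and these were not named in the text.

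Library sizes worked out from this floor were 1.71e+07, 1.52e+07 and 1.52e+07 reads for WT hearts 1 to 3 and 1.73e+07, 1.66e+07 and 1.73e+07 for KO hearts 1 to 3. Whole reads could be worked back out for most values: in each library 97.5% to 97.7% of values of up to 100 reads lay within 0.05 of a whole number. Because the deposited unit is a log value, these reads served for an alternative fit and for depth and not for the main test. Replicates were compared on the reads by chi-square over genes with at least 20 reads in a pair. The chi-square per degree of freedom was 11.2 to 179 in all pairs within a genotype, so no library was a copy of another.

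The main fit was limma with an intensity trend in the empirical Bayes step, two-sided, on the deposited log2 values of the 12326 genes with a mean above 0 log2 RPKM, with genotype as the only term. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Hmgcs2 was also tested with an exact permutation test over the 20 assignments of the 6 hearts. Gene lists were fixed beforehand, 35 of pathways or complexes and 16 of cell type markers, holding 1016 genes, and lists with at least 3 measured members were tested with camera at a preset correlation between genes of 0.01, adjusted within each kind. The lists reported one by one are the respiratory complexes I to V and their union, the mitochondrially encoded subunits, the cytosolic and mitochondrial ribosome, fatty acid oxidation, PPAR targets, ketone metabolism, the tricarboxylic acid cycle, glycolysis, mitochondrial biogenesis, cell cycle, extracellular matrix, fetal and stress genes, cardiomyocyte maturation, clock, endoplasmic reticulum chaperones, lipogenesis and the markers of cell types.

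The genes named were set by rule. They are Hmgcs2, 11 genes the study names (some, such as Oxct1 and Pcna, in other hearts or in cells), and the 12 genes with the highest and the 12 with the lowest log2 fold change among called genes with a mean of at least 1 log2 RPKM and no overlap between genotypes, leaving out gene models without a proper name. For each list, up to 4 members with the smallest p were eligible. The main test, the lists, the naming rule and most alternatives were set before the data were examined.

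The alternatives were no filter and a stricter filter (mean above 2), log2(RPKM + 1) and log2(RPKM + 0.1), centring each library on its median, quantile normalization, empirical Bayes without the trend or with robust fitting, library weights, the replicate number as a block, leaving out each heart in turn, camera with an estimated correlation, fry, preranked GSEA, and list members taken from the study's other hearts. Chosen after the values were seen were voom on the worked-out reads, and the removal of each library's loess trend (span 0.5) on exon length alone or on length and then GC content. Exon length was that of the union of a gene's exons. For each gene the share of 50-base windows of its exons found in another gene was counted, since reads from such windows can be split or lost in counting. For list medians, 10000 random lists matched on exon length (20 bins) and mean level (5 bins) were drawn. Such lists were drawn from all tested genes outside the list, so their ranges do not allow for members of a list moving together. They were not matched on GC content.

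The fits were tested on simulated data made from the means of 12239 genes. In the comparison of KO against WT, 56.0% of genes with a log2 change of 1 and 98.0% of those with a log2 change of 2 were called, and 3.75% of the calls were false. Where a length trend was laid on the simulated KO libraries and then removed, 6.75% of the calls were false. That trend had a slope of 0.44 per doubling of length in unchanged genes, against 0.22 in the real data. The simulation changed a small part of the genes and drew noise for each gene independently, with no random effect shared by genes of a library. Its shares of false calls therefore do not carry over to the real calls. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and fgsea 1.28.0.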

Results

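Hearts of Hmgcs2 knockout (KO) and wild-type (WT) mice were sequenced at postnatal day 3, when the newborn heart is moving from glucose and lactate to fatty acids as fuel. Hmgcs2 encodes the mitochondrial enzyme that sets the rate of ketone body synthesis, and the comparison asks what its loss in all tissues does to gene expression in the neonatal heart. There were 3 hearts per genotype, with an estimated 1.52e+07 to 1.73e+07 counted reads each, and 12326 genes passed the filter on low values. WT hearts were less alike than KO hearts. Mitochondrial genes took 14.3%, 24.4% and 34.7% of reads in WT hearts 1 to 3 and 13.3%, 15.1% and 16.6% in KO hearts 1 to 3. On the first principal component, which held 73.0% of the variance, WT hearts stood at -10.8, -50.2 and -68.4 and KO hearts at 40.5 to 44.8, so WT heart 1 lay between the other WT hearts and the KO hearts.

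Hmgcs2 itself fell in KO hearts without being lost. It stood at 5.56, 6.87 and 6.15 log2 RPKM in the WT hearts (mean 6.19 ± 0.65 SD, n = 3) and at 5.11, 4.41 and 3.39 in the KO hearts (4.30 ± 0.87 SD, n = 3), so every KO heart was below every WT heart. The log2 fold change was -1.89 (SE 0.45, limma adjusted p = 0.0137), a 3.71-fold drop, and the 95% confidence interval of the remaining level was 13.2% to 55.3% of WT. An exact permutation test, two-sided, gave p = 0.1, the smallest that 3 hearts against 3 allow. The gene lies on chromosome 3 of GRCm38 from 98280435 to 98310738 on the plus strand and has 10 exons. The floxed exon 2, from 98290887 to 98291341, is coding over all of its 455 bases and makes up 13.8% of the exon length, so most reads counted for the gene come from exons that the deletion leaves in place and the value does not measure exon 2. The call on the Hmgcs2 level was lost without WT heart 2, at a log2 fold change of -1.55 and a limma adjusted p of 0.0520.

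Among the genes the study names, in these hearts or in other hearts and cells, Myh7, the slow myosin heavy chain of the fetal ventricle, rose 4.60-fold in KO hearts, from 5.24 ± 0.43 to 7.44 ± 0.44 log2 RPKM (SD, n = 3 per genotype; log2 fold change 2.20, SE 0.29, limma adjusted p = 0.00326). Myh7 lies on chromosome 14 from 54970684 to 54994626, and 22.2% of its 50-base windows also occur in another gene, and reads from such windows can be split or left out in counting. The natriuretic peptide genes did not pass the test: Nppa had a log2 fold change of -0.57 (SE 0.40, adjusted p = 0.275) and Nppb one of -0.30 (SE 0.53, adjusted p = 0.665). The developmental regulators Hand1 (0.54, adjusted p = 0.217) and Hey2 (0.51, adjusted p = 0.0645) did not pass either, and Msx2 was below the filter. Of the mitochondrial enzymes, Sdha of complex II (1.01, adjusted p = 0.0624), Idh2 (0.40, adjusted p = 0.262) and Mdh2 (-0.10, adjusted p = 0.785) of the tricarboxylic acid cycle, and Oxct1 of ketone body use (0.29, adjusted p = 0.520), were not called, nor was Pcna, a replication clamp (0.03, adjusted p = 0.933). The sign of Mdh2 turned with quantile normalization (0.37) and that of Pcna with median centring (-0.19). Nppa and Nppb turned positive with library weights and with length correction, as given below. Without WT heart 1, limma called Sdha (adjusted p = 0.000854), Hand1 (0.0377), Oxct1 (0.0436) and Idh2 (log2 fold change 0.70) as higher in KO, and without WT heart 2 it called Nppa as lower (-1.08, adjusted p = 0.0235). The sign of Nppb turned without WT heart 1 (0.11) or KO heart 1 (0.05), that of Mdh2 without WT heart 1 (0.21), and that of Pcna without WT heart 2 (-0.12), WT heart 3 (-0.12) or KO heart 3 (-0.14).

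**Figure D1:**
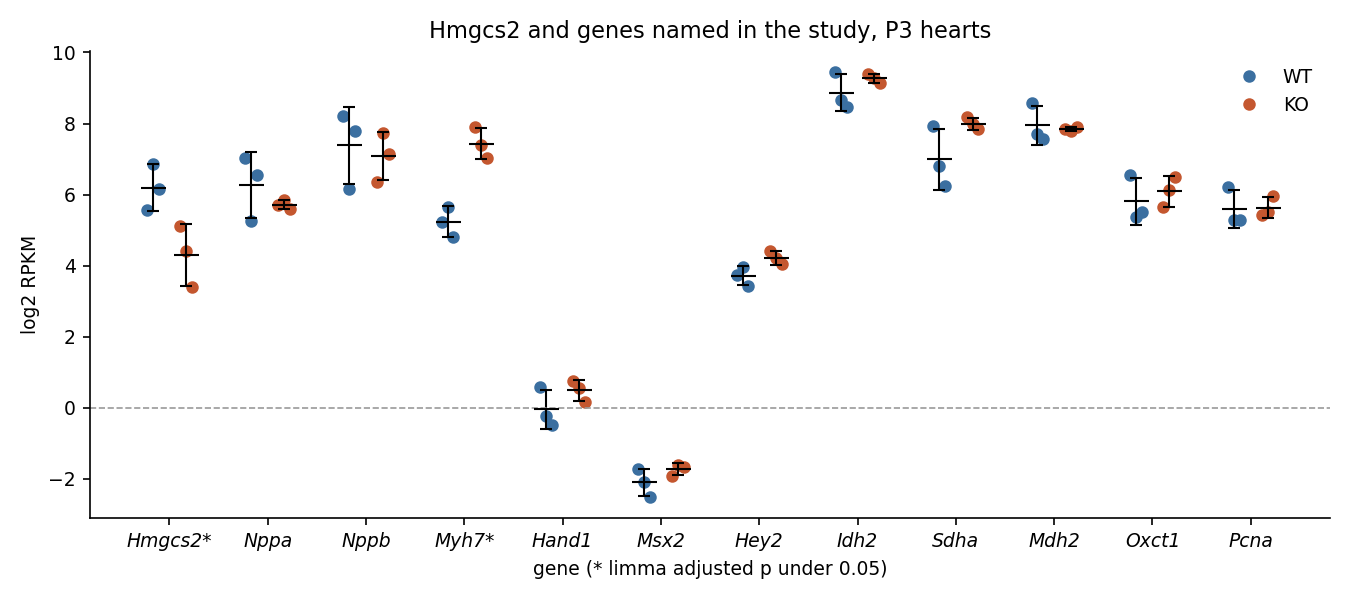
Log2 RPKM of Hmgcs2 and of the genes the study names, one point per heart, with the mean and SD of each genotype (n = 3) as bars. Hmgcs2 fell to 4.30 and Myh7 rose to 7.44 in KO hearts, while the WT hearts spread widely for Nppa, Nppb and Sdha.

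Over the whole transcriptome, Pdpr, Hipk2 and Gpam rose most in KO hearts among the genes that met the naming rule. Pdpr, a regulatory subunit of pyruvate dehydrogenase phosphatase, rose 17.9-fold (log2 fold change 4.17, SE 0.41, n = 3 per genotype, limma adjusted p = 0.00300). Gpam, which starts triglyceride synthesis on the mitochondrial surface, rose by 3.67 (SE 0.37, adjusted p = 0.00300), and Idi1, an enzyme of the isoprenoid pathway to cholesterol, by 3.61 (SE 0.66, adjusted p = 0.00599). Idi1 was low in WT hearts 1 to 3 (0.99, -1.95 and -1.22 log2 RPKM), and 21.3% of its windows occur in another gene, so its rise is uncertain in size. Ppara, the nuclear receptor that turns on fatty acid oxidation, went from -0.54 ± 0.71 to 2.58 ± 0.25 log2 RPKM (SD, n = 3; log2 fold change 3.12, SE 0.35, adjusted p = 0.00300). The kinase gene Hipk2 had the smallest adjusted p of the named genes (3.80, SE 0.19, adjusted p = 0.000265). Slc8a1, the cardiac sodium-calcium exchanger, rose by 3.50 and Vcl, which encodes the adhesion protein vinculin, by 3.36. Timp3, an inhibitor of matrix proteases, rose by 3.33, and the transcription factor genes Sox4, Klf9 and Zfp871 by 3.32, 3.14 and 3.50. The olfactory receptor gene Olfr608 was called at 3.17, but the call was lost without KO heart 1 (adjusted p = 0.0615), KO heart 2 (0.0713) or KO heart 3 (0.0505).

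By the same rule, Gapdh, mt-Atp6 and Hba-a2 fell most. Gapdh, a glycolytic enzyme gene, fell by 4.06 on the log2 scale (SE 1.04, limma adjusted p = 0.0174), with 2.12, 5.57 and 7.22 log2 RPKM in the 3 WT hearts against 0.60, 1.02 and 1.12 in the 3 KO hearts. Its call was lost without WT heart 2 (adjusted p = 0.0624) or KO heart 1 (0.0514), and 27.2% of its windows occur in other genes. Pgam2 and Aldoa of the same pathway averaged 9.60 and 9.04 log2 RPKM in WT hearts and 8.31 and 8.29 in KO hearts. The level of Gapdh was thus far below theirs and is uncertain, and so is its fall. The alpha globin genes Hba-a2 and Hba-a1, made in red blood cells, fell by 3.10 (SE 0.44) and 2.62 (SE 0.35), mt-Atp6 of the mitochondrial ATP synthase by 3.20 (SE 0.37), and Etfb, a carrier of electrons from fatty acid oxidation, by 2.68 (SE 0.37), with adjusted p of 0.00308 to 0.00366. These 4 genes share 67.3% to 99.5% of their windows with other genes, so their levels are uncertain. Nrgn, a calmodulin-binding protein gene without such windows, fell by 2.63 and the long noncoding RNA Neat1 by 2.30. The rows Mir703, Mir133a-1, Mir7052, Mir99a and Snora31 fell by 2.28 to 2.38, and in an mRNA library such rows count reads over the gene and not the mature small RNA.

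In all, limma called 4971 genes (40.3% of those tested) at an adjusted p under 0.05, 3114 higher and 1857 lower in KO, and 2146 of them changed at least 2-fold, 1421 up and 725 down. The 2 genotypes did not overlap for 6805 genes (55.2%), where chance gives 10% for a single gene. Genes are not independent replicates, so the distance from 10% does not measure how unlikely this share is. The median log2 fold change of all tested genes was 0.18, so a typical gene took a slightly larger share of reads in KO hearts. Mitochondrial reads averaged 24.5% in WT hearts and 15.01% in KO hearts. A larger mitochondrial share in WT libraries makes all nuclear genes appear higher in KO hearts. The median shift, and with it the split of called genes, can therefore reflect scaling and does not show higher expression in KO hearts. With each library centred on its median this shift became -0.04 and the split turned to 2524 higher against 3032 lower (45.4% higher in place of 62.6%), and with quantile normalization it was 0.01 and the split 2935 against 2722 (51.9% higher). Leaving out WT heart 2, KO heart 1, KO heart 2 or KO heart 3 left 2904, 3011, 2482 and 2992 called genes.

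The direction of change went with transcript length. Of 1059 genes with under 1 kb of exons, 94 rose and 353 fell (median log2 fold change -0.50), and of 2025 genes with over 8 kb, 1048 rose and 63 fell (median 0.61). Across 12239 genes, which are not independent replicates, the fold change rose by 0.22 on the log2 scale per doubling of exon length (Spearman rho 0.40). Relative to the mean over libraries, the slope was -0.11 in each WT heart and 0.09, 0.10 and 0.13 in KO hearts 1 to 3. After the trend was taken out of each library, limma called 3773 genes, of which 3047 were called with the same direction before. The fold change also fell with GC content across genes (Spearman rho -0.32). With length and then GC content corrected, limma called 3395 genes, of which 2586 were called with the same direction before.

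**Figure D2:**
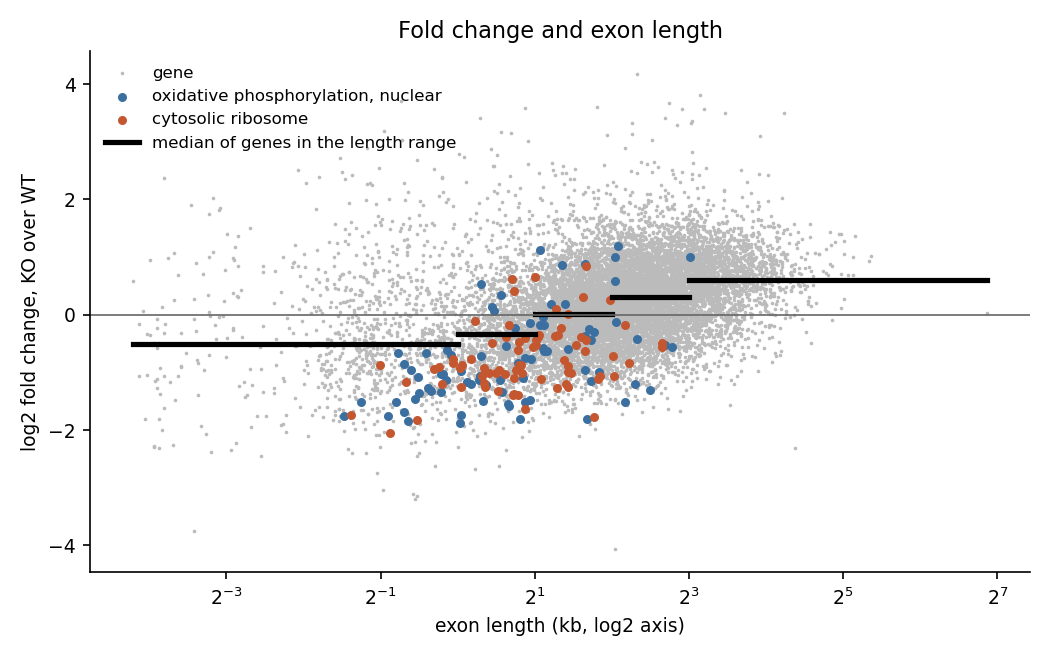
Log2 fold change of KO over WT against exon length in kb on a log2 axis, one point per gene, with nuclear oxidative phosphorylation and cytosolic ribosome genes in color and the median of each length range as a bar. The median was -0.50 under 1 kb and 0.61 over 8 kb.

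Genes of oxidative phosphorylation were lower in KO hearts. Of 81 nuclear-encoded subunits of complexes I to V, 51 fell, 2 rose and 28 did not pass (55 and 3 when adjusted over the list alone), with a median log2 fold change of -0.85, or -1.03 relative to all genes (camera adjusted p = 2.28e-15, but adjusted p = 0.965 with an estimated correlation). Ndufa5 and Ndufb7, accessory subunits of complex I, fell by 1.75 (SE 0.19) and 1.51 (SE 0.16). Uqcr11 of complex III fell by 1.85 (SE 0.25), Cox7a1, the muscle form of a complex IV subunit, by 1.76 (SE 0.23), and Atp5e of ATP synthase by 1.80 (SE 0.22), all with limma adjusted p of 0.00300 to 0.00326 and n = 3 per genotype. By complex, 28 of 36 members fell in complex I (median -1.04, camera adjusted p = 1.87e-13), 12 of 16 in complex IV (median -1.11, 5.33e-06) and 7 of 15 in complex V (median -0.52, 0.00181). Complex III, with Uqcr11, Uqcrq and Uqcrb as the 3 of 10 that fell, had a median of -0.47 (0.0210), within the -0.79 to 0.18 of lists matched on exon length. None of these complexes was called with an estimated correlation (adjusted p = 0.965 for each). Most lists shared that adjusted value. Unadjusted, camera with an estimated correlation gave p = 0.0835 for complex I, 0.307 for complex III, 0.101 for complex IV and 0.283 for complex V. Complex II was not called (median 0.15, though camera placed it lower, adjusted p = 0.787), and of its 4 members only Sdhb passed (-0.64, adjusted p = 0.0375). The 2 subunits that rose, chosen after their values were seen, were Ndufs1, a core subunit of complex I (0.99, adjusted p = 0.0144), and Atp5b, the catalytic beta subunit of ATP synthase (1.19, adjusted p = 0.0490).

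When adjusted over the list alone, complex I had 29 lower and 1 higher, complex III 5 lower, complex IV 13 lower, complex V 7 lower and 1 higher, and complex II had 0 called. None of the 9 pathway lists that camera called in the main fit was called with an estimated correlation, which was not run for other settings, and where hearts of both genotypes were mixed in each group camera called up to 22 of the 35 pathway lists, against 9 between the genotypes. Complex III was also lost without WT heart 1 (0.143), with quantile normalization (0.545), with fry (0.0853) and after the length trend was removed (0.236). Complex V was lost with quantile normalization (0.194) and with fry (0.0852). Without WT heart 1, 11 nuclear subunits rose in place of 2, 3 of them in complex IV and 3 in complex V. The median of complex III was then -0.23, and without WT heart 3 this complex had 5 lower. After length correction the nuclear subunits kept a lower median of -0.40 (camera adjusted p = 1.73e-09). Their median exon length was 1.63 kb against 4.14 kb over all genes tested. Of single genes, Ndufs1 was lost without WT heart 2 (adjusted p = 0.0541) or KO heart 2 (0.0502), Sdhb without WT heart 2 (0.0836), KO heart 1 (0.101), KO heart 2 (0.137) or KO heart 3 (0.0884), and Atp5b without any 1 heart other than WT heart 1 (0.0979 to 0.132).

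The subunits encoded by the mitochondrial genome were lower in KO hearts too. Of 13, 7 fell and none rose (8 adjusted over the list alone), with a median of -1.12 (camera adjusted p = 0.000100, adjusted p = 0.965 with an estimated correlation), among them mt-Co2 of complex IV (-2.20, SE 0.31, adjusted p = 0.00359) and mt-Atp8 (-1.90, SE 0.30, adjusted p = 0.00419). Lists matched on exon length and level had medians of -1.11 to -0.31, so this list lay at their lower edge. The call was lost with quantile normalization (median -0.15, 0.169) and with fry (adjusted p = 0.0853). Only 4 of the 13 genes had no window in common with another gene, and mt-Co2 shares 100% of its windows. The number lower was 4 without WT heart 2, WT heart 3, KO heart 2 or KO heart 3. WT hearts held 24.5% ± 10.2 mitochondrial reads and KO hearts 15.01% ± 1.64 (SD, n = 3). WT heart 1, at 14.3%, lay within the 13.3% to 16.6% of the KO hearts. Relative to the mean over libraries, the list median was -0.15, 0.62 and 1.02 in WT hearts 1 to 3. In KO hearts 1 to 3 it was -0.69, -0.62 and -0.38. The nuclear subunits had the reverse order among WT hearts, at 0.59, 0.44 and 0.18.

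Ribosomal protein genes were lower as well. Of 76 cytosolic ribosomal protein genes 51 fell and 0 rose by limma, the same numbers adjusted over the list alone, with a median of -0.87 (camera adjusted p = 1.33e-16, adjusted p = 0.965 with an estimated correlation). Rpl38 fell by 2.05 (SE 0.22, adjusted p = 0.00300) and Rps29 by 1.82 (SE 0.24, adjusted p = 0.00326). Only 2 of these 76 genes had no window in common with another gene, since ribosomal proteins have many processed pseudogenes. Of 77 mitochondrial ribosomal protein genes, 31 fell and 3 rose (32 and 3 adjusted over the list alone), with a median of -0.35 (camera adjusted p = 1.79e-07, adjusted p = 0.965 with an estimated correlation), and Mrpl54 (-1.51, SE 0.17) and Mrps11 (-1.18, SE 0.15) led. Without WT heart 1, 14 of them rose (median -0.17) and 4 cytosolic ribosomal genes rose, and without KO heart 2 or KO heart 3 the mitochondrial ones that fell numbered 19 and 20. The 3 that rose, chosen after their values were seen, were Mrpl44 (0.90), Mrpl3 (0.91) and Mrps18b (0.92), and each call was lost without any 1 heart other than WT heart 1 (adjusted p of 0.0840 to 0.151 for Mrpl44, 0.0771 to 0.116 for Mrpl3 and 0.0782 to 0.132 for Mrps18b).

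**Figure D3:**
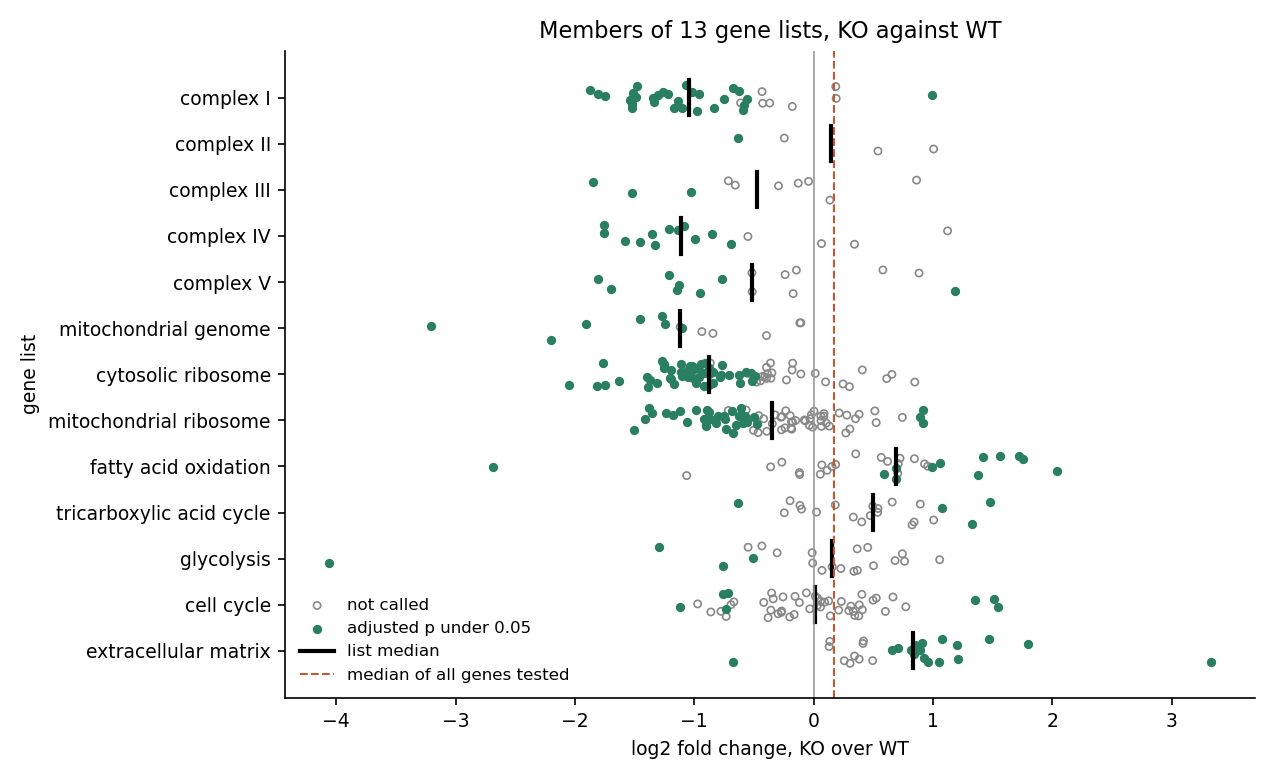
Log2 fold change of KO over WT for each member of 13 gene lists, filled where limma called the gene, with the list median as a bar and the median of all genes (0.18) as a dashed line. Respiratory and ribosomal lists lay to the left, with medians from -0.35 to -1.12 except for complex II, and the extracellular matrix list to the right at 0.83.

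The fatty acid oxidation list was not called. Of 31 members 11 rose and 1 fell (12 and 1 adjusted over the list alone), with a median log2 fold change of 0.69 (camera adjusted p = 0.102). This median lay above the -0.07 to 0.48 of lists matched on exon length and level. Acsl1, which activates long-chain fatty acids, rose by 1.56 (SE 0.24, adjusted p = 0.00415), Cpt1a, the carnitine transferase of the outer mitochondrial membrane, by 1.38 (SE 0.23, adjusted p = 0.00463), and Hadha of the trifunctional protein by 1.72 (SE 0.37, adjusted p = 0.00932). Etfb was the member that fell. The list was called without WT heart 1 (camera adjusted p = 0.0103, with 19 of 31 higher), without KO heart 3 (0.0385) and under several other settings. Without WT heart 2 only 3 members rose, and without WT heart 3 or any 1 KO heart 4 did. Among 16 targets of PPAR receptors, 4 rose and 1 fell, also when adjusted over the list alone (median 0.33, camera adjusted p = 0.637): Cd36, a fatty acid transporter (1.14), Acot1, an acyl-CoA thioesterase (2.10), Pdk4, which switches off pyruvate dehydrogenase (1.57), and Plin2, a lipid droplet coat protein (0.95), against Fabp4, a fatty acid carrier of endothelium and fat chosen after its value was seen (-0.65). The call of Plin2 was lost without KO heart 1 (adjusted p = 0.0534), and that of Fabp4 without WT heart 2 (0.0905), KO heart 1 (0.0621), KO heart 2 (0.115) or KO heart 3 (0.0659).

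The list of ketone body genes was not called. Of 7 measured, 2 rose (1 adjusted over the list alone; median 0.59, or 0.41 relative to all genes, camera adjusted p = 0.236): Slc16a7, a carrier of lactate and ketone bodies (1.03, adjusted p = 0.0213), and Acat1, the mitochondrial thiolase (0.98, adjusted p = 0.0427). In the tricarboxylic acid cycle 3 of 21 genes rose and 1 fell, and 0 passed when adjusted over the list alone by limma (median 0.50, camera adjusted p = 0.258), though the list was called higher without WT heart 1 (0.00804), with 15 of 21 higher. Those that rose were Pdha1 (1.48, adjusted p = 0.0219) and Dld (1.08, 0.0283), components of pyruvate dehydrogenase, and Sucla2 of succinyl-CoA synthetase (1.33, 0.0264), and Sdhb fell. The calls of Pdha1, Sucla2, Dld and Acat1 were lost without any 1 heart other than WT heart 1, at adjusted p of 0.0508 to 0.0813, 0.0518 to 0.0932, 0.0658 to 0.0989 and 0.0926 to 0.144, and that of Slc16a7 without WT heart 2 (0.0530), KO heart 2 (0.0791) or KO heart 3 (0.0798). Sdhb lost its call without WT heart 2 (0.0836), KO heart 1 (0.101), KO heart 2 (0.137) or KO heart 3 (0.0884).

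Glycolysis was not called. Of 21 genes 4 fell and 0 rose by limma (3 and 0 adjusted over the list alone), and the median was 0.16, or -0.02 relative to all genes (camera lower, adjusted p = 0.467). Beside Gapdh, the genes that fell were Pgam2, the muscle phosphoglycerate mutase (-1.29, SE 0.18, adjusted p = 0.00352), Aldoa, an aldolase (-0.76, SE 0.18, adjusted p = 0.0137), and Slc2a4, the insulin-responsive glucose transporter (-0.51, SE 0.16, adjusted p = 0.0344). Aldoa lost its call without WT heart 2 (0.0504), KO heart 1 (0.0601) or KO heart 2 (0.0718). The call of Gapdh was lost without WT heart 2 (0.0624) or KO heart 1 (0.0514), and that of Slc2a4 without any 1 heart other than WT heart 1 (0.0628 to 0.137). The level of Gapdh is itself uncertain, as it stood far below those of Pgam2 and Aldoa. Without WT heart 1 camera placed the list higher (adjusted p = 0.857), with 11 members higher and 4 lower.

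The list of mitochondrial biogenesis regulators was not called by camera, though it was by fry (adjusted p = 0.0326). Of 18 genes 7 rose and 2 fell, also when adjusted over the list alone, with a median of 0.34 (camera adjusted p = 0.242), within the -0.04 to 0.63 of lists matched on exon length and level. Beside Ppara, the estrogen-related receptor gene Esrrg rose by 1.31 (SE 0.19, adjusted p = 0.00366), the coactivator gene Ppargc1b 2.82-fold (log2 SE 0.25, adjusted p = 0.00463) and Gabpa, a factor that acts on respiratory chain promoters, by 1.31 (SE 0.23, adjusted p = 0.00540). The 2 that fell, named after their values were seen, were Ssbp1, which binds single-stranded mitochondrial DNA (-0.77, adjusted p = 0.00750), and Esrra (-0.65, adjusted p = 0.0284). Esrra lost its call without WT heart 2 (0.0785), WT heart 3 (0.0580), KO heart 2 (0.0833) or KO heart 3 (0.109).

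Cell cycle genes did not move together. Of 51 genes 3 rose and 4 fell (1 and 2 adjusted over the list alone), with a median of 0.01, or -0.16 relative to all genes (camera lower, adjusted p = 0.242). Ccne2, a cyclin of the start of replication (1.55, SE 0.25, adjusted p = 0.00440), rose with Kif20a (1.35, 0.0215) and Prc1 (1.51, 0.0448) of cytokinesis, while Gins1 of the replication helicase (-1.12, SE 0.19, 0.00492) fell with Pttg1 (-0.76, 0.0126) and Espl1 (-0.72, 0.0344) of sister chromatid separation and the centromere histone gene Cenpa (-0.73, 0.0174). Kif20a, Prc1 and Espl1 were chosen after their values were seen. The list was called lower without WT heart 2 (camera adjusted p = 0.00252, with 6 members lower) or KO heart 3 (0.00113, with 7 lower). With WT heart 1 left out there were 11 higher and 4 lower. Single calls were lost for Kif20a without WT heart 2 (0.0725), WT heart 3 (0.0788), KO heart 1 (0.0548) or KO heart 3 (0.0699), and for Prc1 without any 1 heart other than WT heart 1 (0.0628 to 0.145). The same held for Pttg1 without WT heart 2 (0.0530), KO heart 2 (0.0577) or KO heart 3 (0.0534), for Cenpa without KO heart 2 (0.0873), and for Espl1 without WT heart 3 (0.0877), KO heart 1 (0.102) or KO heart 2 (0.122).

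Extracellular matrix genes rose. Of 26 genes 16 rose and 1 fell (17 and 1 adjusted over the list alone), with a median of 0.83, or 0.65 relative to all genes (camera adjusted p = 0.000100, adjusted p = 0.965 with an estimated correlation). Fbn1, the microfibril protein fibrillin, rose by 1.80 (SE 0.17, adjusted p = 0.00300), Lox, which crosslinks collagen and elastin, by 1.21 (SE 0.16, adjusted p = 0.00326), and Lamc1, a basement membrane laminin, by 1.21 (SE 0.21, adjusted p = 0.00520), beside Timp3. Timp1, chosen after its value was seen, fell (-0.68, adjusted p = 0.0180), and lost its call without WT heart 2 (0.0578), KO heart 1 (0.0751) or KO heart 3 (0.0681). The median exon length of the list was 7.78 kb, and after length correction the median was 0.53, or 0.35 relative to all genes, with 10 higher and 0 lower by limma (camera adjusted p = 0.00553). Of 10 fibroblast markers, Pdgfra (1.08), Lum (1.47) and Dcn (0.82) also rose, while that list was not called (median 0.46, against -0.10 to 0.77 in lists matched on length and level, camera adjusted p = 0.227). Dcn lost its call without any 1 heart other than WT heart 1 (0.0502 to 0.145).

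Fetal and stress genes showed no common change: of 15, Myh7 rose and Myl7, the atrial light chain, fell (-0.87, SE 0.24, adjusted p = 0.0228), the same adjusted over the list alone (median -0.09, camera lower, adjusted p = 0.846). Among 24 genes of cardiomyocyte maturation 7 rose and 6 fell, the same adjusted over the list alone (median 0.31, though camera placed it lower, adjusted p = 0.846). Kcnj12, an inward rectifier potassium channel, rose by 2.35 (SE 0.45, adjusted p = 0.00650), and the cytochrome oxidase isoforms Cox8b and Cox6a2 and the calcium-binding protein gene S100a1 fell by 1.76 (SE 0.32), 1.46 (SE 0.24) and 1.08 (SE 0.18). Without WT heart 1, 11 maturation genes rose, and without KO heart 1 or KO heart 2, 4 did. The call of Myl7 was lost without WT heart 3 (0.0551), KO heart 2 (0.0920) or KO heart 3 (0.0844).

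Markers of cell types showed no called list among the 9 of 16 with enough measured members (camera; 0 also with an estimated correlation, fry or preranked GSEA, and 2 of the 9 at an unadjusted p under 0.05). Of 12 ventricular markers 4 fell and 0 rose by limma, also adjusted over the list alone (median -0.19, camera adjusted p = 0.174): the contractile genes Myl2 (-1.19), Tnni3 (-0.98), Tnnc1 (-0.89) and Tnnt2 (-0.84). Tnnt2 lost its call without WT heart 2 (0.0737), KO heart 2 (0.0662) or KO heart 3 (0.0763), Tnnc1 without KO heart 2 (0.0656), and Myl2 (0.270), Tnnc1 (0.295), Tnnt2 (0.379) and Tnni3 (log2 fold change -0.44) lost theirs with quantile normalization. Of 6 measured erythroid genes 3 globins fell, Hba-a1, Hba-a2 and Hbb-bt (-2.07, SE 0.51, adjusted p = 0.0149), also adjusted over the list alone (median -1.53, camera adjusted p = 0.125), and globins took 0.0651% ± 0.00747 of reads in WT and 0.0164% ± 0.00829 in KO hearts (SD, n = 3). Hbb-bt lost its call without KO heart 1, at a log2 fold change of -1.72, and 58.3% of its windows occur in another gene. Camera called the erythroid list lower without KO heart 3 (0.00554) and with the stricter filter (0.0128).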

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

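Among the settings, library weights called 9811 genes, with weights of 0.141, 19.97 and 0.2001 for WT hearts 1 to 3, so that WT heart 2 dominates the WT group, and leaving out each heart left 2482 to 6889, where fewer hearts are tested by construction. The Hmgcs2 log2 fold change ranged from -2.29 to -1.43 over the left-out hearts. With the replicate number as a replicate block limma called 4925 genes, 4574 of them also without it, and Hmgcs2 at an adjusted p of 0.0125, but the numbers do not pair hearts: the residual correlations of same-numbered hearts were -0.18, 0.23 and 0.07. At an estimated correlation camera called 0 lists, with oxidative phosphorylation at an adjusted p of 0.965. For that list fry, which does not set a list against other genes, gave 0.0326 and preranked GSEA 2.93e-22. Preranked GSEA compares a list with random genes, so its value does not allow for members that move together and does not measure spread between hearts. Fry also called complexes I and IV, the cytosolic ribosome, extracellular matrix and mitochondrial biogenesis (adjusted p = 0.0326 for each). It did not call complexes III (0.0853) and V (0.0852), the mitochondrially encoded subunits (0.0853) or the mitochondrial ribosome (0.126). Fatty acid oxidation passed without a filter (0.0434), with quantile normalization (0.00111), library weights (0.0477), the replicate block (0.0450), preranked GSEA (0.0359) and length correction (0.0441), and ranged from 0.0103 to 0.193 over left-out hearts. Glycolysis turned higher with quantile normalization (0.703) and library weights (0.930), ranging from 0.273 to 0.857 over left-out hearts. Cell cycle turned higher with library weights (0.911) and with the members of the study's other hearts (0.813), passed as lower with length and GC correction (0.0193), and ranged from 0.00113 to 0.857 over left-out hearts. Of single genes, Nppa turned positive with library weights (0.51), length correction (0.0570) and length and GC correction (0.26), Nppb with the same settings (1.21, 0.34 and 0.28; -0.92 to 0.11 over left-out hearts), and Mdh2 with quantile normalization (0.37), library weights (0.10) and length and GC correction (0.00283; -0.29 to 0.21 over left-out hearts). Pcna turned negative with median centring (-0.19; -0.14 to 0.34 over left-out hearts). Timp1 (0.0482) and Myl7 (0.0307) turned positive with length and GC correction. The cause of these moves was not tested.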

Other observations

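The gene groups described here were read after the main results were seen, from lists fixed beforehand. None of the clock, chaperone and lipogenesis lists was called, and their medians lay within those of lists matched on exon length and level. Of 19 clock genes 6 rose and 0 fell by limma, also adjusted over the list alone (median log2 fold change 0.32 against -0.13 to 0.62 in matched lists, camera adjusted p = 0.246), among them Clock, the circadian activator (1.20, SE 0.24, adjusted p = 0.00738), Hlf, a clock output factor (1.00, SE 0.21, adjusted p = 0.00944), Bhlhe40, a repressor within the loop (1.04, adjusted p = 0.0108), and Wee1, a kinase under clock control (1.18, adjusted p = 0.0113). The endoplasmic reticulum chaperone list had 6 of 18 higher and 0 lower by limma, also adjusted over the list alone (median 0.43 against -0.18 to 0.55, camera adjusted p = 0.242). Dnajb9 rose by 1.64 (SE 0.24), the lectin chaperone gene Canx by 1.52 (SE 0.29), Dnajc3 by 1.28 (SE 0.25) and Sel1l of protein degradation by 0.85 (SE 0.16). With WT heart 1 left out, 11 chaperone genes rose.

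Lipogenesis genes, which make fatty acids from citrate, rose in 7 of 11 cases and fell in 1, also adjusted over the list alone (median 0.80 against -0.13 to 0.82, camera adjusted p = 0.110), and the list passed without the filter (0.0198). Acly, which releases acetyl-CoA from citrate, rose by 0.93 (SE 0.22, limma adjusted p = 0.0121), and Acaca, Me1 and Acacb by 1.00, 1.27 and 0.74. Of the windows of Acaca and Me1, 52.6% and 26.5% occur in another gene. The member that fell, named after its value was seen, was Thrsp (-0.88, SE 0.29), lost without any 1 heart other than WT heart 3 (0.0687 to 0.139). Acaca lost its call without KO heart 2 (0.0627) or KO heart 3 (log2 fold change 0.93), Me1 without WT heart 2 (0.0611) or WT heart 3 (0.0538), and Acacb without KO heart 1 (0.0732) or KO heart 2 (0.0653). The number of lipogenesis genes that rose was 3 without WT heart 2, WT heart 3 or KO heart 3 and 2 without KO heart 2.

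Of 11 macrophage markers 4 rose (also adjusted over the list alone; median 0.20, camera adjusted p = 0.553, but 0.0348 with length and GC correction): Adgre1 by 2.22 (SE 0.28, limma adjusted p = 0.00320), Lyz2 by 1.11, Csf1r by 0.73 and Cx3cr1 by 0.72. The last 3 were lost when single hearts were left out: Lyz2 without WT heart 3 (0.0791), KO heart 2 (0.0877) or KO heart 3 (0.0668), Csf1r without WT heart 3 (0.0582), KO heart 1 (0.0593), KO heart 2 (0.0838) or KO heart 3 (0.0739), and Cx3cr1 without WT heart 3 (0.0673), KO heart 1 (0.0669), KO heart 2 (0.110) or KO heart 3 (0.0961). Of 10 fibroblast markers 3 rose (2 adjusted over the list alone; median 0.46, camera adjusted p = 0.227): Pdgfra by 1.08 (SE 0.18), Lum by 1.47 (SE 0.29) and Dcn by 0.82, with Dcn lost without any 1 heart other than WT heart 1 (0.0502 to 0.145), where 7 fibroblast markers rose. Of 12 endothelial markers 4 rose and 3 fell, also adjusted over the list alone (median 0.15, camera lower, adjusted p = 0.745), with Npr3 up by 1.13 and Egfl7 and Cldn5 down by 1.39 and 1.08. The others, named after their values were seen, were Flt1 (0.65), Pecam1 (0.62), Kdr (0.56) and Esam (-0.54). Leaving out any 1 heart other than WT heart 1 ended the calls of Flt1 (0.0588 to 0.106), Pecam1 (0.0826 to 0.160) and Kdr (0.0751 to 0.173), and Esam was lost without WT heart 2 (0.155) or any 1 KO heart (0.101 to 0.137). Mural markers (2 of 9 higher, Abcc9 and Rgs5, with Rgs5 lost without KO heart 2 at 0.0756 or KO heart 3 at 0.0784; median 0.28, camera adjusted p = 0.553), atrial markers (Dkk3 higher at 1.02 and Myl7 lower of 8; median -0.18, 0.553), epicardial markers (0 of 6 by limma; median -0.31, 0.553) and neutrophil markers (0 of 4 by limma; median -0.12, 0.608) were not called.

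The tests of mitochondrial reads and of shared windows for oxidative phosphorylation were chosen after the result was seen, and that of length before. The 51 lower nuclear subunits, such as Ndufa5 and Cox7a1, are mostly short transcripts, and short transcripts fell in KO hearts, so length could account for part of the drop. The median of the 80 members with a length was -0.90, below lists matched on exon length and level (-0.49 to -0.11). The drop was thus larger than in other genes of like length and level, which were not matched on GC content. Such ranges do not allow for members that move together, and camera with an estimated correlation did not call the list (adjusted p = 0.965). A larger mitochondrial share in WT libraries scales all nuclear genes alike and would make them appear higher in KO hearts, so by itself it would not lower the list. The list median of -0.85 lay below lists of nuclear genes matched on level (-0.11 to 0.28). That comparison cannot respond to a factor common to all nuclear genes, so it decides nothing about the share. The 44 members without a shared window still had a median of -0.74 against -0.57 to -0.09 in matched lists. Lower transcription of short respiratory genes and a difference in RNA quality between genotypes both remain possible, since the length slope differs between all 3 KO and all 3 WT hearts, and RNA integrity values of the same samples would help to separate them.

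The tests of the cytosolic ribosome were chosen before its result was seen. Rpl38, Rps29 and the other ribosomal protein genes are short and have many pseudogenes, so both could lower their counted reads in KO hearts. Their median of -0.87 lay below lists matched on length and level (-0.38 to -0.01) and below lists matched on length and shared windows (-0.33 to 0.11). The second set was matched on both properties at once, but not on level. The drop was thus larger than in other genes alike in length and shared windows, though these ranges do not allow for members that move together. Ribosomal pseudogenes such as Rpl10a-ps1 were among the genes that could be drawn, and they can share reads with the list. The comparison therefore cannot decide whether shared reads lowered the counts. A difference in read length or quality between genotypes was not tested directly.

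For WT heart 1 the wrong-label test was chosen after the result was seen and the length test before. Over 6835 genes the heart lay at a median of 0.480 of the way from the other WT hearts to the KO hearts (quartiles 0.24 to 0.72), and at 0.569 after length correction. A swapped label would likely place it near 1, and its Hmgcs2 level (5.56) lay above every KO heart. That level was also below WT hearts 2 and 3 (6.87 and 6.15) and close to KO heart 1 (5.11), so it decides little. The test speaks only to a full swap of labels. An unrecorded batch could give such a middle position, as could a difference in maturity among hearts all labelled postnatal day 3.

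The test of splits for the number of genes was chosen after the result was seen, and that for lists before. There are only 10 ways to split 6 hearts into 3 and 3, too few for a share under 0.05. The real split called 4971 genes and the highest other 0, so 1 of 10 was as large. For pathway lists the real split called 9 and the highest other 22, and 9 of 10 splits called as many or more. Every other split mixes the genotypes in both groups. A genotype difference then widens the spread within groups, so 0 called genes was likely from the start, and part of it remains between them. These splits therefore do not show what hearts without a genotype difference would give.

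Among odd values, Xist, expressed from the inactive X chromosome, stood at 2.03 log2 RPKM (1116 reads) in WT heart 2 and at -6.15 to -5.05 in the other 5 libraries, all labelled male. WT heart 2 also held Y chromosome reads (796 for Ddx3y and 1979 for Eif2s3y), as all 6 libraries did, and whether tissue or reads of another animal entered this library was not tested. Gapdh, often used as a reference gene, spanned 2.12 to 7.22 log2 RPKM among WT hearts.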
